# Down-Regulation of CD9 by Methylation Decreased Bortezomib Sensitivity in Multiple Myeloma

**DOI:** 10.1371/journal.pone.0095765

**Published:** 2014-05-02

**Authors:** Xiaotong Hu, Han Xuan, Huaping Du, Hao Jiang, Jinwen Huang

## Abstract

Bortezomib therapy has been proven successful for the treatment of relapsed and/or refractory multiple myeloma (MM). However, both intrinsic and acquired resistance has already been observed. In this study, we explored the relationship between CD9 expression and bortezomib sensitivity in MM. We found that down-regulation of CD9 by methylation decreased bortezomib sensitivity in multiple myeloma. CD9 expression obviously increased bortezomib sensitivity through inducing apoptosis, significantly inhibiting U266 cells' adhesion to HS-5 and primary bone marrow stromal cells, but increasing U266 cells' adhesion to fibronectin. CD9 expression also significantly inhibited U266 cell migration. The mechanisms may include: the endoplasmic reticulum stress pathway, cell adhesion related signaling pathway and osteoclast differentiation related signaling pathway. Combination therapy with de-methylation reagent 5-Aza-2-deoxycytidine may prove useful to the development of novel strategies for the treatment of bortezomib-resistant MM patients.

## Introduction

Multiple myeloma (MM) is an incurable plasmatic neoplasm among the hematological malignancies. Despite great advances in understanding the molecular pathogenesis of MM and the development of promising new therapies, only 25–35% of patients respond to therapies in the relapsed and refractory setting. Bortezomib (PS-341; Velcade) therapy has proven successful for the treatment of relapsed and/or refractory multiple myeloma. However, both intrinsic and acquired resistance has already been observed in MM patients [1]. This prompts a growing interest in understanding its mechanisms of bortezomib treatment and resistance. Molecular studies have identified many potential therapeutic targets of bortezomib. Bortezomib can directly inhibits the proliferation of myeloma cells, induces their apoptosis, and abrogates paracrine tumor growth through alteration of interactions of myeloma and stromal cells. It is well established that the physical interaction between MM cells and the bone marrow (BM) microenvironment plays a crucial role in MM pathogenesis and drug resistance. Direct interaction between MM cells and BM cells activates pleiotropic signaling pathways that mediate growth, survival, migration of MM cells and drug resistance, as well as angiogenesis and BM osteoclastogenesis.

CD9, a member of tetraspanin family, was found to be down-regulated in relapsed MM cells after treatment with bortezomib (Li X *et al*, unpublished data). Tetraspanins span the membrane four times and accumulate in membrane microdomains, distinct from lipid rafts. More than 20 family members are reported for mammals, including CD9, CD63, CD81, CD82 and CD151. They associate with other proteins in either a direct or indirect fashion. This entire complex of interactions has been termed the ‘‘tetraspanin web’’ [2]–[4]. CD9, one of the most characterized members of the tetraspanins, was initially reported to be expressed in pre-B cells and platelets [5], [6], but further studies have revealed that it is expressed in a wide variety of hematopoietic and non-hematopoietic cells [7]–[10]. It interacts with other cell adhesion molecules and plays on the role of the organizer in tetraspanins net [11]. It has been implicated in various biological functions, including cell adhesion, motility, metastasis, growth, signal transduction, differentiation, and sperm-egg fusion [2], [12], [13].

The implication of CD9 in cancer has received much attention. An inverse correlation between its expression in primary tumors and the metastatic potential and patient survival rate has been established in various carcinomas [14]–. For example, the expression of CD9 significantly decreased in metastatic breast cancer, colonic cancer and prostate cancer cells than in primary tumor cells, while the high expression of CD9 could weaken migration ability of various kinds of tumor cells [18], [19]. For oral squamous cell carcinomas, the low expression of CD9 indicated the late stage of tumor development and the low survival rate [20]. Restore expression of CD9 in small cell lung cancer cells can significantly inhibit the proliferation and migration of tumor cells [21]. All of these results show that the down-regulation of CD9 plays an important role in the development of tumor.

In this study, we checked (1) the CD9 expression and their methylation control mechanism in MM cell lines and primary cases, (2) whether CD9 expression has a special relationship with bortezomib sensitivity in MM and (3) whether a combination of low dose de-methylation reagent 5-Aza-2-deoxycytidine (5-Aza) and bortezomib can overcome bortezomib resistance in MM.

## Materials and Methods

### Cell culture

The human multiple myeloma cell lines U266, NCI-H929, RPMI8226, MM.1S, OPM 2 and HS-5 were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). The cells were maintained in RPMI 1640 medium supplemented with 15% fetal bovine serum, 100 units/mL penicillin, and 100 mg/mL streptomycin in a humidified atmosphere with 5% CO_2_ at 37°C. Fresh bone marrow samples from newly diagnosed patients with MM without any treatment were obtained at the Sir Run Run Shaw Hospital, Zhejiang University. Written informed consent for the use of the tissues was obtained from all patients and the study was approved by the Institute Research Ethics Committee of Sir Run Run Shaw Hospital, Zhejiang University.

### Isolation of primary myeloma and stromal cells from MM patients

Fresh CD138 positive MM cells were isolated from the mononuclear fraction using anti-human CD138 microbeads (Miltenyi Biotec, Auburn, CA) by AutoMACS according to manufacturer's instructions. Purity of plasma cells ranged between 60% and 90%, based on fluorescence-activated cell sorting (FACS) analysis of CD138 expression (FACSCaliber; BD Biosciences, San Jose, CA).

Bone marrow stromal cells (BMSC) were prepared by seeding the remaining mononuclear cells after CD138-positive selection. The cells were seeded in DMEM complete culture medium (10% fetal bovine serum, 100 units/ml penicillin, 100 mg/ml streptomycin, and 2 mM L-glutamin, Gibco). After 3 days of culture, non-adherent cells were removed, and the remaining cells were expanded and split after about 10 days.

### Co-culture of MM cells with HS-5 or primary BMSC cells

HS-5 or primary BMSC cells were plated in 6-wells at 10^5^ cells/well. Upon confluence, each group of U266 cells (0.5×10^6^/well) were added. Drugs were added at the concentrations indicated. The cells were cultivated in a total volume of 200 ml/well.

### Construction of the lentivirus-encoding CD9

To construct the lentivirus-encoding CD9 (lenti-CD9) plasmid (pLenO-DCE-Puro-CD9), the cDNA-encoding CD9 (NM_001769.3) was synthesized and cloned into the EcoRI and BamHI restriction endonuclease sites of the pLenO-DCE-Puro vector (Invabio, Shanghai, China), a mammalian expression vector containing green fluorescent protein (GFP) and puromycin resistance genes. The DH5a Escherichia coli strain was used for amplification of lenti-CD9. After the correct sequence was confirmed by sequencing, lenti-CD9 was introduced into 293T cells using four-plasmid co-transfection with pRSV-Rev (packaging helper plasmid), pMDLg/pRRE, pMD2G and pLenO-DCE-Puro-CD9 (transfer vector). A lentivirus containing the empty transfer vector pLenO-DCE-Puro (lenti-GFP) was also generated. At 48 h after infection, the number of GFP-positive cells was measured using FACS, and the titer was determined.

### Generation of CD9 stably transfected U266 cells

Briefly, when the U266 cells reached 50-60% confluence, the medium was removed and washed twice with PBS. Polybrene was used to increase the infection rate, and the infection was performed with lenti-CD9 and lenti-GFP according to the manufacturer's instructions. At 2 days post-infection, the percentage of GFP-positive U266 cells was determined using a fluorescence microscope to evaluate the infectivity. GFP-positive cells were selected by flow cytometry.

### RNA extraction, cDNA synthesis, and semi-quantitative RT-PCR

Total RNA was extracted from cell pellets by Trizol (Invitrogen, Carlsbad, CA, USA) and reverse transcribed into cDNA using MultiScribe Reverse Transcriptase (Applied Biosystems, Foster city, CA, USA) according to the manufacturer's instructions. The target gene expression was determined by semi-quantitative RT-PCR using specific primers of CD9 gene (Table S1). GAPDH was served as an internal control for total cDNA content. Samples were amplified using the ABI 7500 Real-Time PCR Systems (Applied Biosystems, Foster City, CA, USA).

### 5-Aza-2-deoxycytidine (5-Aza) treatment

Cells were treated with 10 µM de-methylating agent, 5-Aza (Sigma-Aldrich, St Louis, MO, USA) for 3 days. After treatment the cells were harvested for DNA and RNA extraction.

### Bisulphite treatment and promoter methylation analysis

Bisulphite modification of DNA, Methylation Specific PCR (MSP) and Bisulphate Genome Sequencing (BGS) were carried out as described previously [22], [23]. MSP and BGS primers are listed in Table S1.

### Cell viability assay

Cells were seeded at 1×10^5^cells/100 ml/well in 96-well plates and exposed to various concentrations of bortezomib for 24 hours. Cell viability was quantified using the CellTiter 96 AQueous Non-Radioactive Cell Proliferation Assay (Promega, Madison, WI, USA). Each well was treated with MTS for 1 to 4 hours, after which absorbance at 490 nm was recorded using a 96-well plate reader. The quantity of formazan product as measured is directly proportional to the number of living cells. The results were derived from three independent experiments performed in triplicate. Calculation of the 50% inhibitory concentration (IC50) was done using SPSS 16.0 software.

### Cell cycle analysis

Each group of cells were harvested, fixed with cold 70% ethanol, and suspended in 50 mg/ml PI (Sigma-Aldrich, St. Louis, MO, USA) with the addition of 0.1 mg/mL RNase A. After incubation at 37°C for 30 mins, cell cycle flow cytometry analysis was performed by means of fluorescence activated cell sorting (FACS).

### Apoptotic assays

Each group of cells was harvested by pipetting, washed with phosphate buffered saline, and stained with PE-conjugated annexin-V (annexin-V/PE) (Beyotime, Nanjing, China). Cell apoptosis was judged by annexin-V reactivity in GFP positive populations using flow cytometer.

### Cell adhesion assay

After 48-hour co-culture of U266 cells with primary BMSC, HS-5 cells or Fibronectin were performed, the cell adhesion assay was carried out using Vybrant^@^ Cell Adhesion Assay Kit (Invitrogen, Carlsbad, CA, USA) following the manufacturer's recommendations. We determined the percentage of adhesion by dividing the corrected (background subtracted) fluorescence of adherent cells by the total corrected fluorescence of cells added to each well.

### Cell migration assay

Each group of U266 cells was serum starved overnight and then resuspended in 70 uL of RPMI1640 medium/0.5% fetal calf serum. Cell migration was conducted in 24-well, 6.5 mm internal diameter transwell cluster plates (Corning Costar; Cambridge, MA). Briefly, cells (1×10^5^/250 µl) were loaded onto polycarbonate membranes (8 µm pore size) separating 2 chambers of a transwell. Medium/0.1% FCS (500 µl) was added to the lower chamber of the transwell cluster plates. After 24 hours, cells migrating into the lower chamber were counted under a light microscope. The experiment was performed three times.

### Methylcellulose colony formation assay

Methylcellulose media consisted of RPMI 1640 containing 1.1% methylcellulose (Aqua Solutions, Deer Park, TX), 30% fetal bovine serum, 100 units/ml penicillin, 100 mg/ml streptomycin, and puromycin at the appropriate concentration for each cell line. Cells were plated at a density of 500 cells/ml in 1 ml volume in humidified 24-well plates. Colonies were counted between 10 and 15 days after plating.

### Western blot analysis

Proteins were separated from cell lysates by SDS-PAGE, transferred to nitrocellulose, and probed with FAK, P-397 FAK, P-925 FAK, P-576/577 FAK, TRB3, CHOP, PERK, Ero1 La, IRE1a, PDI, Calnexin antibodys (Cell Signaling Technology, Beverly, MA, USA). The blots were developed by enhanced chemiluminescence (ECL).

### Microarray and data analysis

Total RNA from 6 sample (3 U266-CD9 and 3 U266-GFP) was quantified by the NanoDrop ND-1000 and RNA integrity was assessed by standard denaturing agarose gel electrophoresis and then used for labeling and array hybridization. The labeled cDNA samples were submitted to Roche NimbleGen and hybridized to Human 12×135K Gene Expression Arrays. The results were scanned using a Agilent Scanner G2505C and imported into NimbleScan software (version 2.5) for grid alignment and expression data analysis. Differentially expressed genes with statistical significance (Fold Change ≥ 2.0, P-value ≤ 0.05) were shown by Volcano Plot filtering (Figure S1). Pathway Analysis and GO analysis were applied to determine the roles of these differentially expressed genes played in these biological pathways or GO terms. The results obtained were submitted to Gene Expression Omnibus (GEO) database and the accession number is GSE55818.

### Statistical analysis

Results are expressed as values of mean ± standard deviation (SD). Statistical analysis was performed using SPSS 16.0 for Windows (SPSS Inc., Chicago, IL, USA) and Student's t-test was used. p values less than 0.05 were considered statistically significant.

## Results

During the study of MM cell lines resistant to bortezomib treatment, we found a most down-regulated gene was a tetraspanin family protein, CD9. CD9 expression was also found to be significantly higher in the patients sensitive to bortezomib than in the patients resistant to bortezomib (Li X *et al*, unpublished data).

Then we evaluated the bortezomib IC50 in several myeloma cell lines. Our results suggested that in MM cells sensitive to bortezomib treatment, IC50 values being 5 nmol/L for RPMI-8226 cells and 6.2 nmol/L for MM.1S cells. However in MM cells resistant to bortezomib treatment, IC50 values were significantly higher, being 20.9 nmol/L for U266 cells and 18.5 nmol/L for NCI-H929 cells. Then we examined CD9 expression in these cell lines by semi-quantitative RT-PCR. CD9 expressed in bortezomib sensitive RPMI-8226 and MM.1S cells but silenced in bortezomib resistant U266 and NCI-H929 cells (Figure 1A).

**Figure 1:**
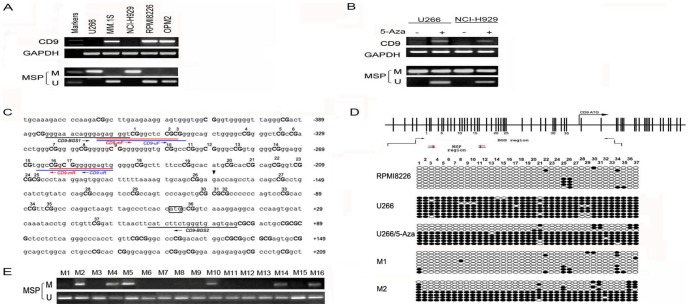
Analyses of methylation status of CD9 in multiple myeloma cell lines and cases. (A) Silencing of CD9 by promoter methylation in cell lines detected by semi-quantitative RT-PCR, with GAPDH as a control. M: methylated; U: unmethylated. (B) CD9 expression reserved with de-methylation reagent 5-Aza in U266 and NCI-H929. (C) Sequence of CD9 CGI with locations of the 37 CpG sites analysed and primers used. Methylation-specific PCR (MSP) and bisulfite genomic sequencing (BGS) regions are also shown. (D) Vertical lines indicate individual CpG sites. Cloned BGS-PCR products were sequenced and each clone was shown as an individual row, representing a single allele of the CGI. Filled circle, methylated; open circle, unmethylated. (E) Analysis of CD9 methylation in primary cases by MSP. M, methylated; U, unmethylated.

Since CD9 gene has CpG island (CGI) in the promoter region, we designed methylation-specific PCR (MSP) primers to analyse its methylation status in these cell lines. The CD9 CGI was methylated in U266 and NCI-H929 cells with silenced CD9 expression (Figure 1A). Moreover, CD9 expression was significantly induced after 5-Aza treatment in these cells (Figure 1B). We further examined the detailed methylation profiles of CD9 CGI by bisulfite genomic sequencing (BGS) analysis of 37 CpG sites, including those CpG sites analysed by MSP (Figure 1C). Densely methylated CpG sites were detected in cells with no CD9 expression, representative results are shown in Figure 1D. Both MSP and BGS showed that the CD9 CGI was dramatically demethylated after 5-Aza treatment, showing a direct link between CGI methylation and CD9 silencing (Figure 1B and 1D). We also analysed CD9 methylation status in 16 primary MM cases. CD9 methylation was detectedin 37.5% (6/16) of tumors (Figure 1E).

By MTS analysis we also found that after pretreatment of 5-Aza, the sensitivity to bortezomib in U266 and NCI-H929 raised significantly while the bortezomib sentitive RPMI8226 raised a little bit (Figure 2), suggesting the synergistic interaction of 5-Aza and bortezomib inhibition in multiple myeloma may due to CD9 expression reversion.

**Figure 2:**
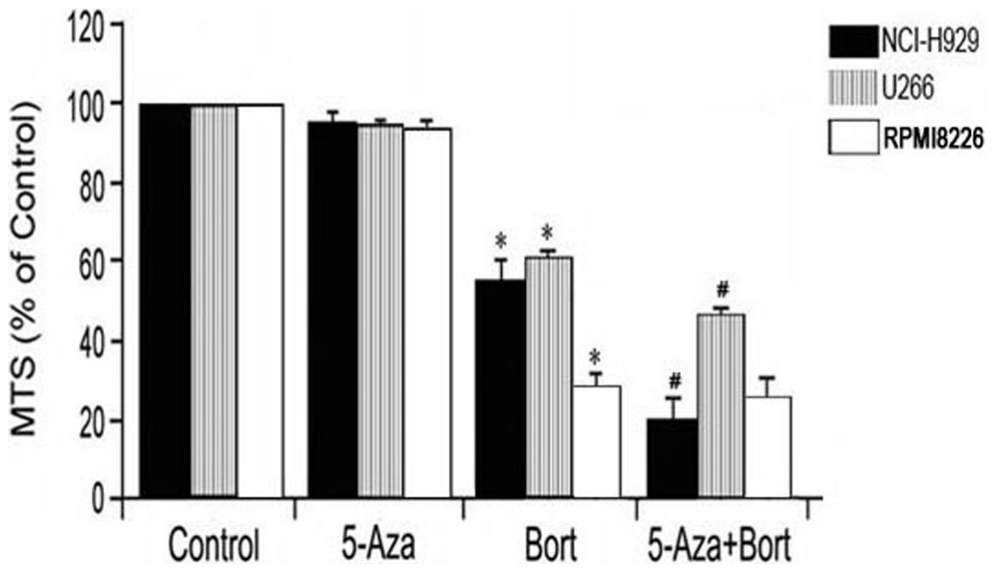
Synergy interaction of 5-Aza and bortezomib in MM cell lines. After pretreated with 5-Aza for 72 hours and then bortezomib, the sensitivity to bortezomib in U266 and NCI-H929 raised significantly while the bortezomib sentitive RPMI8226 raised a little bit.

In order to study the expression of CD9 and its corresponding cell behavior changes in myeloma cells and their microenvironment, we transfected CD9 in U266 cells and selected the stably transfected cells by flow sorting. CD9 expression was confirmed by RT-PCR and western blot analysis (Figure 3A).

**Figure 3:**
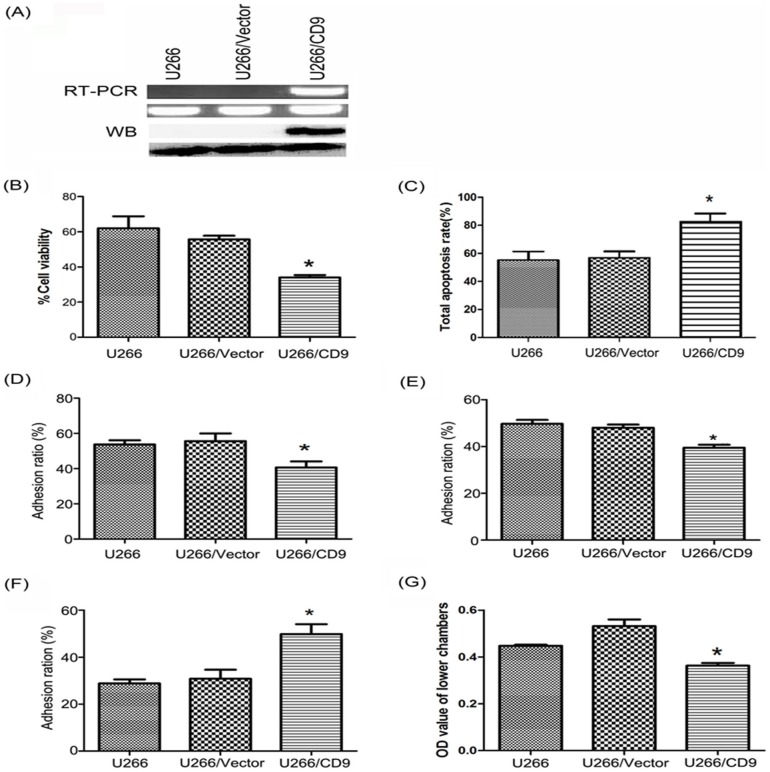
CD9 stablly transfected U266 cells construction and the effects of CD9 expression in U266 cell viability, apoptosis, adhesion and migration. (A) CD9 expression was confirmed by RT-PCR and western blot analysis. (B) CD9 expression obviously increased the bortezomib sensitivity compared to controls, *: p<0.05. (C) Bortezomib significantly promoted the apoptosis of U266/CD9 cells. *: p<0.05. (D) CD9 expression significantly inhibited U266 cells adhesion to bone marrow stromal cells HS-5. *: p<0.05. (E) CD9 expression significantly inhibited U266 cells' adhesion to the primary bone marrow stromal cells. *: p<0.05. (F) CD9 expression significantly increased U266 cells' adhesion to fibronectin. *: p<0.05. (G) CD9 expression significantly inhibited U266 cell migration. *: p<0.05.

Cell viability results showed that CD9 expression could obviously increase the drug sensitivity (Figure 3B). The main reason may be because the apoptosis ability had improved significantly (Figure 3C). We also tested the drug action on cell autophagy, there was no significant difference between groups of cells (data not shown).

In order to detect CD9's influence on the biological functions of cells in the bone marrow microenvironment, we mainly studied the effects of CD9 on U266 cell's clone formation ability, cell cycle arrest, cell adhesion and migration, which may be the possible mechanisms of bortezomib sensitivity in MM involving tetraspanins. CD9 did not affect the cell clone formation ability, cell cycle and the major cytokines (VEGF, IL-6 and IGF-1) secreted (data not shown). However, CD9 expression significantly affected the cell adhesion and migration ability. Ectopic expression of CD9 significantly inhibited U266 cells' adhesion to HS-5 (Figure 3D) and primary bone marrow stromal cells (Figure 3E), but CD9 expression increased U266 cells' adhesion to Fibronectin (Figure 3F). CD9 expression also significantly inhibited U266 cell migration (Figure 4G).

**Figure 4:**
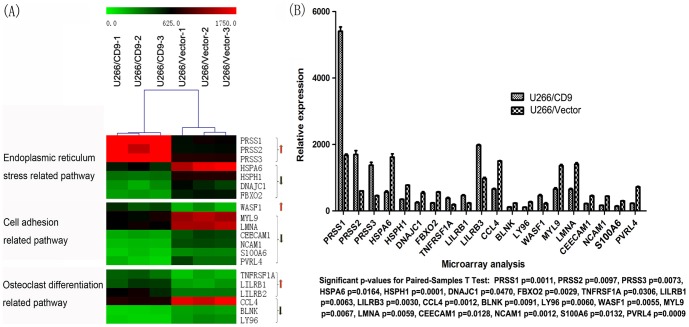
The differentially expressed genes in U266/CD9 and U266/Vector cells tested by genome-wide expression profile chip experiments and the analysis of related signaling pathways. CD9 expression mainly affected three important signaling pathways in MM. They are the endoplasmic reticulum stress pathway, cell adhesion related signaling pathways and osteoclast differentiation related signaling pathway, respectively (A). The degree of differentially expressed genes and p values were also analysed (B).

In order to study the molecular mechanisms of CD9's effects on bortezomib sensitivity in multiple myeloma, we did the genome-wide expression profile microarray to detect the differentially expressed genes and explore the molecular signaling pathways affected by CD9 expression. 

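U266 is a human multiple myeloma cell line. Its cells had been infected with lentivirus carrying CD9 (U266/CD9) or green fluorescent protein alone (U266/Vector) and sorted by flow cytometry. RNA from 3 separate cultures of each was profiled on 6 arrays of 1 colour. CD9, the tetraspanin that was introduced, had a signal of 29283 ± 1492 (SD, n = 3) in U266/CD9 and between 141.1 and 162.6 on the 3 U266/Vector arrays. This is a log2 fold change of 7.61 (standard error 0.09, adjusted p = 1.18e-05 from limma). The gene lies on chromosome 12 of hg18 from 6179815 to 6217688. The other target for it on the array had a log2 fold change of 7.70 (standard error 0.18, adjusted p = 0.000307). The genes commonly used as loading controls had log2 fold changes of 0.05 for GAPDH (adjusted p = 0.635) and 0.00 for ACTB (adjusted p = 0.979). Of the other tetraspanins that the paper names, CD82 fell by 0.71 (adjusted p = 0.0108) and CD63 fell by 0.36 (adjusted p = 0.0289) on the log2 scale. CD63 passed the test in only 11 of 18 alternative settings. CD81 had a value of 0.06 (adjusted p = 0.643) and CD151 of 0.00 (adjusted p = 0.994). SDC1, the plasma cell marker syndecan-1, had a log2 fold change of -0.03 (adjusted p = 0.851).
In all, 717 of the 45033 transcript targets on the array changed at least 2-fold with an adjusted p under 0.05, 277 higher and 440 lower in U266/CD9. Of these, 13 have no gene name, and the others belong to 548 genes, 214 higher and 334 lower, each counted if any of its targets was called. Without the limit on the fold, 4244 targets were higher and 5590 lower. Each of the 717 had all arrays of one group above all arrays of the other, which held for 19909 of all targets (44.2%, where chance gives 10%).
The deposited value of a target is an RMA intensity on the linear scale, made by the authors from 3 probes per target. Array medians lay between 237.2 and 242.5. The values were taken to log2 and the groups were compared with limma, with Benjamini-Hochberg adjustment over all targets. Probes of random sequence, which match no transcript, read 20.5 ± 0.24 (SD, n = 3) in U266/CD9 and 17.8 ± 0.36 (SD, n = 3) in U266/Vector. The number of arrays limits the precision. In data simulated with the spread of these arrays, 41 of 50 targets changed 2.5-fold were called and 46 of 50 changed 4-fold. The sources do not say whether the cultures of a construct come from 1 sorted population or from separate infections. If from 1, a difference between the populations other than CD9 itself goes with the groups.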

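Among the genes that Figure 4 assigns to endoplasmic reticulum (ER) stress, 3 genes of the trypsin family rose in U266/CD9. PRSS1, which encodes cationic trypsinogen, had a signal of 5409.6 ± 219.6 (SD, n = 3) in U266/CD9 and 1671 ± 70.4 (SD, n = 3) in U266/Vector, a log2 fold change of 1.69 (standard error 0.07, adjusted p = 0.00184). PRSS2 rose by 1.78 (standard error 0.11, adjusted p = 0.00325) and PRSS3 by 1.52 (standard error 0.06, adjusted p = 0.00184) on the log2 scale. The brightest target of PRSS1 is placed on chromosome 7 of hg18 from 142136903 to 142182361, a span that takes in most of PRSS2. The other target of PRSS1 ends at 142140495, short of PRSS2, whose brightest target starts at 142178777. PRSS3 lies on chromosome 9 from 33785558 to 33789228. The 3 are close paralogs whose probes may see each other's transcripts, so that they may not be 3 separate changes.
The 4 other ER stress genes fell. HSPA6 on chromosome 1, an inducible heat shock protein of the HSP70 family, had a signal of 1736 ± 98.5 (SD, n = 3) in U266/CD9 against between 5248.5 and 6385 on the 3 U266/Vector arrays. This is a log2 fold change of -1.75 (standard error 0.10, adjusted p = 0.0029). FBXO2, a ubiquitin ligase subunit that binds glycoproteins, was at 239.1 ± 15.4 against 565.7 ± 15.9 (SD, n = 3 each). Its log2 fold change was -1.24 (standard error 0.08, adjusted p = 0.00325). HSPH1, a large heat shock protein, had a log2 fold change of -0.98 (standard error 0.14, adjusted p = 0.0107). Its targets ranged from -1.15 to -0.98. DNAJC1, a co-chaperone of the ER membrane, had a log2 fold change of -0.58 (standard error 0.15, adjusted p = 0.0471) for its brightest target and of -1.12 for the target farthest from 0.
With the genes drawn for cell adhesion and osteoclast differentiation, 11 of the 21 genes changed at least 2-fold in the direction drawn and 7 changed in that direction by less. For ER stress, 3 genes were higher, 4 were lower and 0 did not pass (3 and 4 when adjusted over the list alone). For cell adhesion, 2 were higher, 4 were lower and 1 did not pass (2 higher and 5 lower when adjusted over the list alone). For osteoclast differentiation, 4 were higher, 2 were lower and 1 did not pass (4 and 2 when adjusted over the list alone). The study chose these lists on the same samples, so that the counts are not independent evidence of a direction. Since each list was drawn with genes of both directions, a test of a list for 1 direction does not bear on it, and none is given.
HSPH1 passed the 2-fold limit without U266/CD9 replicate 3 (log2 fold change -1.11) and without U266/Vector replicate 1 (-1.02), and with the mean of its targets (-1.07). DNAJC1 passed in 8 of 18 settings at its brightest target. It did not pass with cyclic loess (adjusted p = 0.059), with the methods' t-test after adjustment (adjusted p = 0.0967) or with values under 100 set to 100 (adjusted p = 0.0803), nor without U266/CD9 replicate 1 (adjusted p = 0.124) or replicate 3 (adjusted p = 0.0994). Nor did it pass without U266/Vector replicate 1 (adjusted p = 0.118), replicate 2 (adjusted p = 0.112) or replicate 3 (adjusted p = 0.0884). Its adjusted p lay between 0.00302 and 0.206, the highest with the paired-samples test. With the replicate number as a block or with the paired-samples test, no gene of Figure 4 passed. The paired-samples test, adjusted over all targets, did not pass CD9 itself (adjusted p = 0.103). In simulated data it recovered 0 of 200 changed targets, so that failing it says little about a gene. From the genes past its limits on fold and P-value, sorted by pathway and GO analysis, the paper states which pathways CD9 expression mainly affected.

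**Figure D1:**
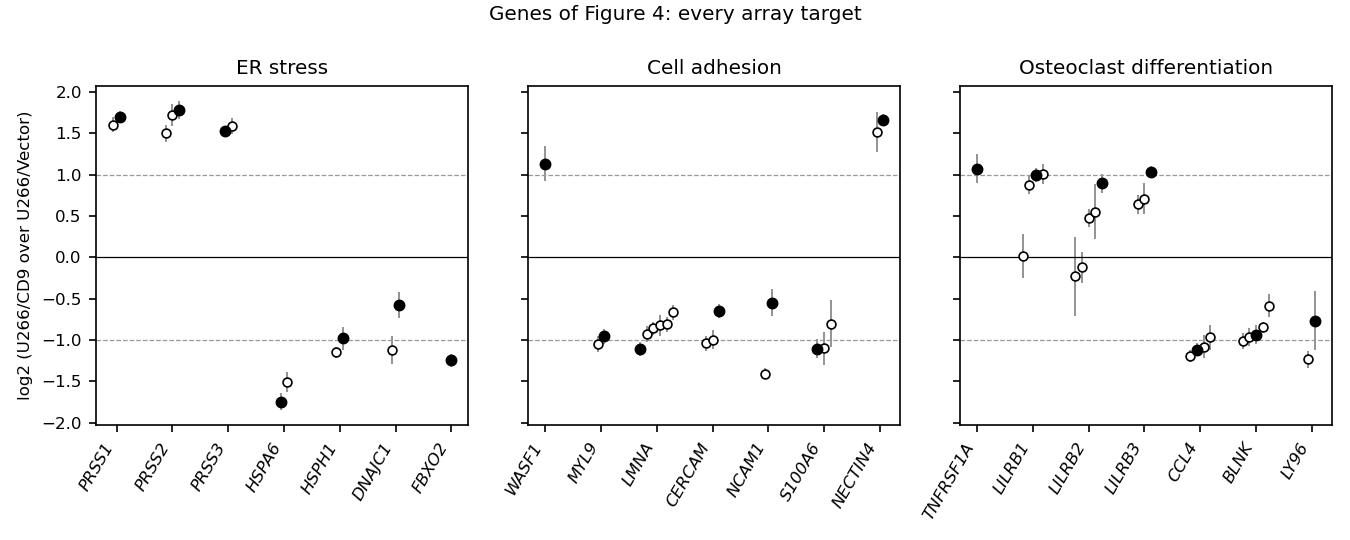
Log2 fold change of U266/CD9 over U266/Vector (vertical axis) for each array target of the genes in Figure 4, in 3 panels by pathway. Filled points are the brightest target of a gene and open points its other targets, bars are standard errors (n = 3 arrays per group), and dashed lines mark a 2-fold change; CERCAM is CEECAM1 and NECTIN4 is PVRL4.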

We found that CD9 expression mainly affected the following three important signaling pathways respectively: the endoplasmic reticulum stress pathway, cell adhesion related signaling pathway and osteoclast differentiation related signaling pathway (Figure 4).

In addition to the differentially expressed genes shown by microarray, we futher checked protein expression level of several key genes involving ER stress pathway. The results showed that TRB3 and CHOP expressed higher in CD9 transfected U266 cells (Figure 5A).

**Figure 5:**
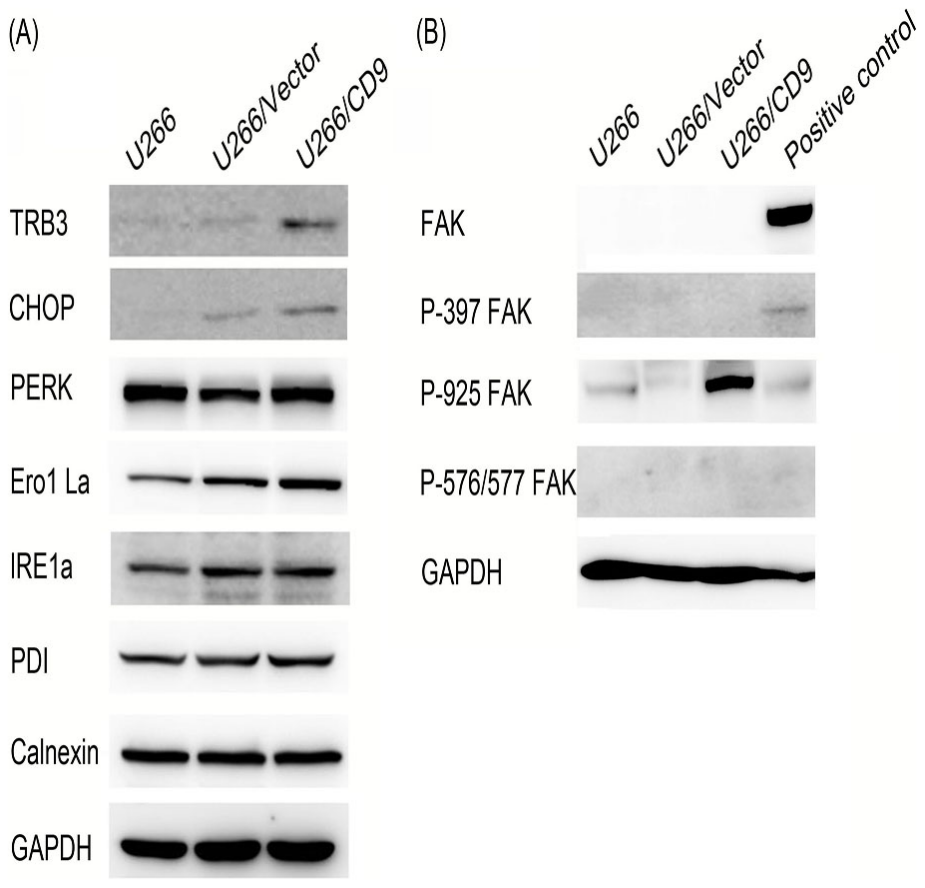
Several key ER Stress related protein and expression of FAK was analyzed by western blotting.

Moreover, though FAK is not the differentially expressed gene detected by microarray, we checked some tyrosine-phosphorylated FAK protein expression using western blot. 

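PTK2, the gene that encodes FAK, was dim on every array. Its signal was 19.3 ± 1.4 (SD, n = 3) in U266/CD9 and 23.4 ± 5.6 (SD, n = 3) in U266/Vector, under the value of 100 at which the authors' table of values begins and near the level of the probes of random sequence. Because both groups lie under that limit, no fold is given, and limma gave an adjusted p = 0.41. The array holds 1 target for PTK2, which lies on chromosome 8 of hg18 from 141737682 to 142080514. A target this dim cannot show a fall in the transcript, and on no array was there a rise above the limit.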

The results showed that only Phospho-FAK (Tyr925) expressed in cells and significantly increased in CD9 transfected U266 cells (Figure 5B).

## Discussion

In this study, we identified that a tetraspanin family proteins, CD9 was significantly down-regulated and confered bortezomib resistance in MM. CD9 is constitutively expressed on a subpopulation of B cells [24], [25]. Membranal tetraspanins are often inversely correlated with cancer prognosis and metastasis, however mutations were unidentified hitherto [26], [27]. Their promoter characteristics and frequent down-regulation conform to transcriptional silencing by chromatin remodeling. We also found that down-regulation of CD9 due to promter hypermethylation in MM, consistant with previous studies [28]–[30]. Reverse expression of CD9 in the cell lines following de-methylation reagent 5-Aza treatment confirmed the mechanistic significance of methylation to its regulation. After pre-treatment of 5-Aza, the sensitivity to bortezomib in U266 and NCI-H929 raised significantly showed the synergistic interaction of 5-Aza and bortezomib inhibition in multiple myeloma. Moreover, CD9 transfected U266 cells had significantly increased bortezomib sensitivity suggested that one reason of the synergistic interaction of 5-Aza and bortezomib inhibition is CD9 expression.

From the CD9 functional study results, we found that CD9 expression did not affect the cell clone formation ability, cell cycle and the major cytokines (VEGF, IL-6 and IGF-1) secreted, but significantly affected the interaction beteen MM cells and their microenvironment. It significantly inhibited U266 cells' adhesion to HS-5 and also the primary bone marrow stromal cells, but CD9 expression increased U266 cells' adhesion to Fibronectin. MM cells localize within the BM through the interaction of adhesion receptors with their ligands on BM stromal cells and extracellular matrix proteins such as fibronectin [31]. It has been demonstrated that MM cells in the BM microenvironment are much less sensitive to chemotherapeutic agents [32], [33]. This phenomenon is termed "cell adhesion-mediated drug resistance" (CAM-DR) and it is thought to be one of the major mechanisms by which MM cells escape the cytotoxic effects of therapeutic agents. However, until now, despite extensive investigations [34], the adhesion molecules critical for CAM-DR in MM is poorly understood. Here, we found that CD9 could overcome the CAM-DR of bortezomib through inhibiting MM cells' adherence to stromal cells but not fibronectin. This is consistent with Niranjan's report that fibronectin adherence did not protect MM cells from tipifarnib- or bortezomib-induced apoptosis. Stroma cell adhered MM cells were partially protected relative to suspension cells, whereas fibronectin-adhered tumor cells seemed more sensitive to drug treatment [35].

Myeloma cell adhesion to BMSCs supports cell survival, proliferation, and cell adhesion-mediated drug resistance (CAM-DR) via signaling pathway activation, including the NF-kB (nuclear factor-kB), JAK/Stat3 (Janus kinase/signal transducer and activator of transcription-3), and MEK/MAPK (mitogen activated protein [MAP] kinase kinase/MAP kinase) pathways [36], [37]. 

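The transcripts that encode the ER stress proteins of Figure 5A were measured on the same arrays. TRIB3, which encodes TRB3, was at 897.4 ± 85.9 (SD, n = 3) in U266/CD9 and 1603 ± 129.3 (SD, n = 3) in U266/Vector. The log2 fold change was -0.84 (standard error 0.11, adjusted p = 0.00884). DDIT3, which encodes the transcription factor CHOP, was at 742.5 ± 57.6 (SD, n = 3) in U266/CD9 and 1260 ± 8.0 (SD, n = 3) in U266/Vector. This corresponds to a log2 fold change of -0.77 (standard error 0.08, adjusted p = 0.00656). Transcripts of the other blotted proteins had log2 fold changes of 0.02 for EIF2AK3 (PERK, adjusted p = 0.877), -0.04 for ERO1A (adjusted p = 0.861) and -0.02 for ERN1 (IRE1, adjusted p = 0.893). Those of the ER folding proteins were 0.03 for P4HB (PDI, adjusted p = 0.877) and -0.06 for CANX (calnexin, adjusted p = 0.782). Of these 7 genes, 0 were higher, 2 were lower and 5 did not pass, with the same counts when adjusted over the list alone.
Cytosolic heat shock proteins fell together in U266/CD9. Of 22 members, 15 were lower, 0 were higher and 7 did not pass (17 lower when adjusted over the list alone), with a median log2 fold change of -0.52. HSPB1, a small heat shock protein, was at 16903 ± 397.8 (SD, n = 3) against 34734 ± 821.2 (SD, n = 3). On the log2 scale the difference was -1.04 (adjusted p = 0.00325). HSPA1A, the main inducible HSP70, had a log2 fold change of -1.06 (adjusted p = 0.00421), and the co-chaperones CHORDC1, BAG3 and DNAJA1 fell by 0.93, 0.85 and 0.81. The list was lower in camera with a preset correlation of 0.01 (adjusted p = 5.88e-09) and held at adjusted p = 0.0439 with an estimated correlation. Of 31 subunits of the 26S proteasome, the complex that bortezomib inhibits, 9 were lower, 0 were higher and 22 did not pass (16 lower when adjusted over the list alone). PSMD12 and PSMD6 had log2 fold changes of -0.51 each and PSMA3 of -0.50, though PSMD12 passed the test in only 7 of 18 settings. This list was lower in camera at adjusted p = 0.000692, and had adjusted p = 0.14 with an estimated correlation. The estimate, 0.007, was under the preset 0.01, so that more correlation between the genes is not why the second value is higher.
Targets of the unfolded protein response did not pass as a set in camera. Among 27 targets of PERK, ATF4 and CHOP, 2 were higher, 9 were lower and 16 did not pass (3 higher and 12 lower when adjusted over the list alone), with a median log2 fold change of -0.07 and adjusted p = 0.115. The asparagine synthetase gene ASNS fell by 0.74 and PPP1R15A, which encodes the phosphatase subunit GADD34, by 0.62 on the log2 scale. Among 29 XBP1 and ATF6 targets and ER chaperones, 2 were higher, 6 were lower and 21 did not pass (2 and 6 when adjusted over the list alone), with adjusted p = 0.171. DNAJB9, an ER co-chaperone, had a log2 fold change of -1.01 (adjusted p = 0.00942), HSPA5, the ER chaperone BiP, of -0.69 (adjusted p = 0.00652). DERL3, a component of ER-associated degradation, rose by 0.99 (adjusted p = 0.00667). Of 16 genes of the immunoproteasome and antigen processing, 2 were lower (PSMB10 at -0.62 and PSMB8 at -0.48), 0 were higher and 14 did not pass (2 lower when adjusted over the list alone, adjusted p = 0.363).

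**Figure D2:**
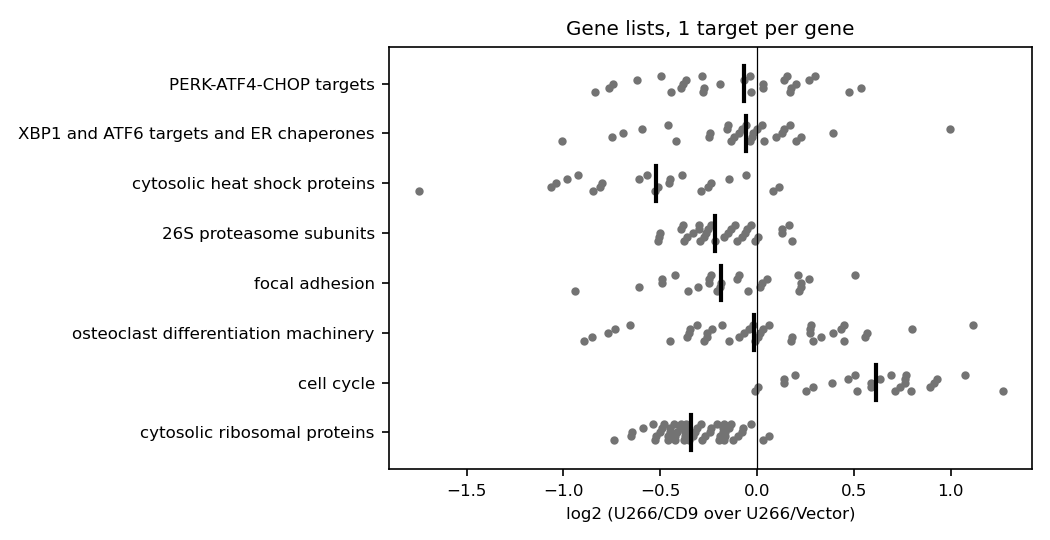
Log2 fold change of U266/CD9 over U266/Vector (horizontal axis) for the genes of 8 lists, 1 list per line. Each dot is a gene at its brightest target and the black bar is the median of the list.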

Our gene-expression profiling results suggested that CD9 expression mainly affected the following three important signaling pathways respectively: the endoplasmic reticulum stress pathway, cell adhesion related signaling pathways and osteoclast differentiation related signaling pathway. The anti-cancer mechanisms of bortezomib elucidated by preclinical studies include induction of endoplasmic reticulum (ER) stress and pro-apoptotic Unfolded Protein Response (UPR) [38]. Activation of ER stress was further determined by checking several key proteins involving ER stress. CHOP and TRB3 expressed significantly higher in CD9 transfected U266 cells than in controls. During ER stress, the level of CHOP expression is elevated and CHOP functions to mediate programmed cell death [39]. TRB3 is also a stress-inducible nuclear protein, which has recently been shown to be involved in ER stress-induced apoptosis [40]. These data suggested that CD9 expression enhanced ER stress-mediated apoptosis by bortezomib in MM cells.

Our functional study results identified that CD9 really affected MM cells adhesion to the stromal cells and fibronectin. And this may be through cell adhesion related signaling pathways including upregulation of WASF1 and downregulation of MYL9, LMNA, CEECAM1, NCAM1, S100A6, PVRL4. 

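LMNA, which encodes the nuclear lamins A and C, fell in U266/CD9, from 1406 ± 71.8 (SD, n = 3) in U266/Vector to 650.2 ± 41.0 (SD, n = 3). Its log2 fold change was -1.11 (standard error 0.08, adjusted p = 0.00397). MYL9, a regulatory light chain of myosin, was at 1641 ± 46.5 (SD, n = 3) against 3196 ± 275.5 (SD, n = 3), with a log2 fold change of -0.96 (standard error 0.09, adjusted p = 0.00525). CEECAM1, now named CERCAM, had a log2 fold change of -0.65 (standard error 0.08, adjusted p = 0.00926), with targets from -1.04 to -0.65. S100A6, a calcium-binding protein, was at 139.7 ± 20.1 (SD, n = 3) against 299.0 ± 12.1 (SD, n = 3). The log2 fold change was -1.11 (standard error 0.12, adjusted p = 0.00639). It lies on chromosome 1 among neighbours that were on balance higher, with a median log2 fold change of 0.26 over 46 genes and of 0.11 with 1 gene per symbol stem. NCAM1, the neural cell adhesion molecule CD56, had a log2 fold change of -0.55 (standard error 0.16, adjusted p = 0.0616) for its brightest target. Its other target was called, at 166.8 ± 6.1 against 442.4 ± 10.9 (SD, n = 3 each), with a log2 fold change of -1.41 (adjusted p = 0.00204). WASF1, which encodes the actin regulator WAVE1, was at 458.8 ± 56.1 (SD, n = 3) in U266/CD9 and 213.2 ± 58.2 (SD, n = 3) in U266/Vector. This corresponds to a log2 fold change of 1.13 (standard error 0.21, adjusted p = 0.0186). PVRL4, the nectin now named NECTIN4, was at 720.3 ± 25.1 (SD, n = 3) in U266/CD9 and 228.8 ± 9.1 (SD, n = 3) in U266/Vector. On the log2 scale the difference was 1.66 (standard error 0.07, adjusted p = 0.00184), and the other target of this gene had a value of 1.52. It lies on chromosome 1 of hg18 from 159308119 to 159325966.
The call of WASF1 did not hold with the methods' t-test after adjustment (adjusted p = 0.0512), nor without U266/CD9 replicate 1 (adjusted p = 0.0617), U266/CD9 replicate 3 (adjusted p = 0.0536), U266/Vector replicate 2 (adjusted p = 0.0576) or U266/Vector replicate 3 (adjusted p = 0.0573). Its adjusted p ran from 0.000306 to 0.146, the highest with the paired-samples test. An offset of 50 added before log2, which shrinks changes of dim targets, brought WASF1 to 0.97 and S100A6 to -0.88, both under 2-fold, and the mean over its 6 targets brought LMNA to -0.87. MYL9 passed the 2-fold limit without U266/Vector replicate 2 (log2 fold change -1.02) and, narrowly, with the mean of its targets. At its brightest target NCAM1 passed the test in 6 of 18 settings, each under 2-fold: in the authors' value table (adjusted p = 0.0116), without the dimmest 25% (adjusted p = 0.0318) or the dimmer 50% of targets (adjusted p = 0.00516), with the offset (adjusted p = 0.0319), with the trended and robust variance model (adjusted p = 0.0159) and without U266/CD9 replicate 1 (adjusted p = 0.0325). Its adjusted p was at most 0.283, with the paired-samples test. The mean of its targets had a log2 fold change of -0.98 (adjusted p = 0.00268).
Among 30 genes of the actin cytoskeleton and the epithelial-mesenchymal transition, 4 were higher, 7 were lower and 19 did not pass (4 and 7 when adjusted over the list alone, adjusted p = 0.183). S100A10, which with annexin A2 forms a complex at the membrane, fell by 1.26 on the log2 scale (adjusted p = 0.00325). Of 23 surface molecules of myeloma homing and adhesion, 6 were higher, 1 was lower and 16 did not pass, with the same counts when adjusted over the list alone and adjusted p = 0.229 for the list. PECAM1 rose by 0.76 (adjusted p = 0.0106) and HMMR, a hyaluronan receptor, by 0.75 (adjusted p = 0.0104). Of 26 tetraspanins and their partners other than CD9, 1 was higher, 6 were lower and 19 did not pass (1 and 6 when adjusted over the list alone). TSPAN7 rose by 1.47 (adjusted p = 0.00271), TSPAN31 fell by 0.73 (adjusted p = 0.0108) and TSPAN15 fell by 0.70 (adjusted p = 0.00798) on the log2 scale. The median of that list was 0.00, its mean 0.02 and its test pointed down (adjusted p = 0.455).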

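ITGB7, the beta-7 integrin chain, had the highest signal ratio among the integrins that passed the test, at 5040.5 ± 314.4 (SD, n = 3) in U266/CD9 and 2572 ± 208.1 (SD, n = 3) in U266/Vector. Its log2 fold change was 0.97 (standard error 0.09, adjusted p = 0.00589). ITGA8 was at 1266 ± 50.4 (SD, n = 3) against 809.1 ± 38.6 (SD, n = 3), a log2 fold change of 0.65 (standard error 0.08, adjusted p = 0.00759). ITGB5 had a log2 fold change of 0.48 (standard error 0.08, adjusted p = 0.013). ITGB1, a beta chain of several but not all fibronectin receptors, was at 743.9 ± 85.2 (SD, n = 3) against 1075 ± 16.0 (SD, n = 3). The log2 fold change was -0.54 (standard error 0.10, adjusted p = 0.021), with targets between -0.76 and -0.43. Of the alpha chains that pair with ITGB1 in fibronectin receptors, ITGA8 rose as given above. The others had log2 fold changes that did not pass, of -0.11 for ITGA4 (adjusted p = 0.327), 0.16 for ITGA5 (adjusted p = 0.165) and -0.45 for ITGAV (adjusted p = 0.183). ITGAL, the alpha chain of LFA-1, had a value of 0.00 (adjusted p = 0.97).
Of 26 integrin genes, 3 were higher, 1 was lower and 22 did not pass (3 and 1 when adjusted over the list alone). Of the 26, 7 were under the limit of 100 on all arrays. Of the 27 genes for FAK and integrins together, limma called 0 at 2-fold or more, while 4 passed at an adjusted p under 0.05 and 9 at an unadjusted p under 0.05. The integrin list as a whole had adjusted p = 0.469. Among 25 genes of focal adhesions, which link integrins to actin, 1 was higher, 6 were lower and 18 did not pass (1 and 6 when adjusted over the list alone, adjusted p = 0.115). Zyxin (ZYX) fell from 8901 ± 412.7 (SD, n = 3) in U266/Vector to 4632 ± 184.4 (SD, n = 3) in U266/CD9. This corresponds to a log2 fold change of -0.94 (adjusted p = 0.00421). PARVB, encoding beta-parvin, fell by 0.61 (adjusted p = 0.0254) and CRK, an adaptor protein, by 0.49 (adjusted p = 0.0166), while filamin A (FLNA) rose by 0.51 (adjusted p = 0.00964) on the log2 scale.
ITGB7 reached 2-fold without U266/CD9 replicate 1 (log2 fold change 1.01, adjusted p = 0.0301), without U266/Vector replicate 2 (1.01, adjusted p = 0.0252) and with cyclic loess (1.02, adjusted p = 0.00476). Its adjusted p ran from 1.8e-05 to 0.143, the highest with the paired-samples test, and it passed in 16 of 18 settings. ITGA9, under 100 in both groups, passed without U266/Vector replicate 1 (adjusted p = 0.0303) and with limma's trended and robust variance model (adjusted p = 0.0284). ITGB1 did not pass without U266/CD9 replicate 1 (adjusted p = 0.0501) or U266/Vector replicate 1 (adjusted p = 0.0617), replicate 2 (adjusted p = 0.0603) or replicate 3 (adjusted p = 0.0651), within a range from 0.000735 to 0.165. ITGB5 did not pass without U266/Vector replicate 3 (adjusted p = 0.0522, within a range from 0.000402 to 0.155). PARVB passed in 11 of 18 settings and CRK in 12 of 18. With the replicate number as a block or with the paired-samples test, ITGB7, ITGB1, ITGB5, PARVB and CRK did not pass. The paired-samples test, adjusted over all targets, did not pass CD9 either (adjusted p = 0.103), so that failing it says little about a gene.

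**Figure D3:**
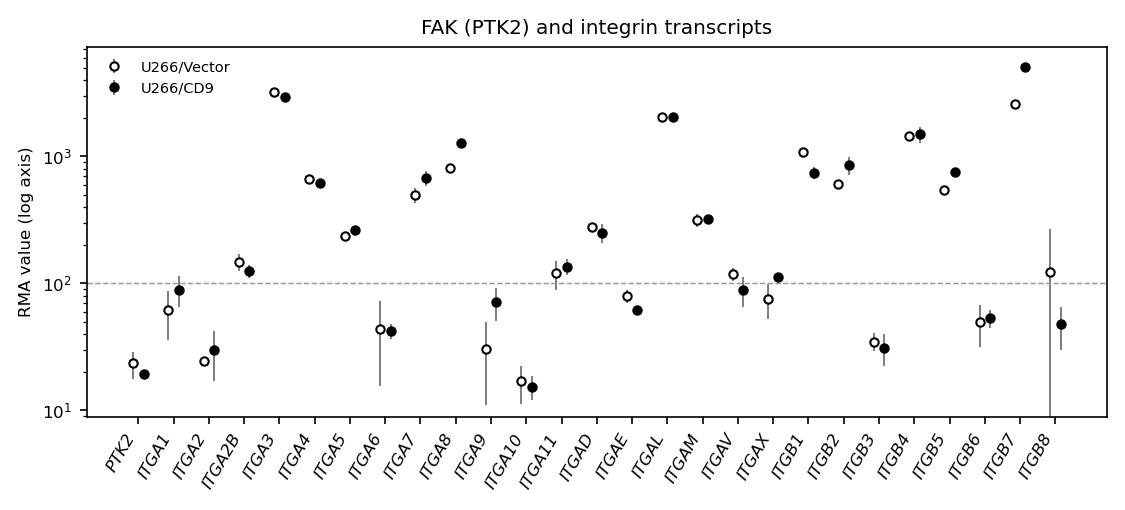
RMA value (log axis) of PTK2 and the integrin genes in U266/CD9 (filled points) and U266/Vector (open points). Bars are SD over 3 arrays and the dashed line is the limit of 100; PTK2 lies under it in both groups.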

Though mounting evidence has been shown that integrin-mediated cellular adhesion confers resistance to chemotherapy of multiple myeloma, our gene-expression profiling results didn't show that integrin as well as FAK expression changed. FAK is also an important mediator of focal adhesion formation and cell migration [41]. Then we checked some tyrosine-phosphorylated FAK protein expression using western blot. The results showed that only Phospho-FAK (Tyr925) expressed in cells and significantly increased in CD9 transfected U266 cells. Increased Phospho-FAK (Tyr925) was once reported to be correlated with loss of intercellular adhesion in breast cancer cells [42] and increased prostate cancer cell adhesion to fibronectin [43].

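Chemokine genes moved in both directions in U266/CD9. CCR2, the receptor of CCL2, rose from 554.0 ± 59.0 (SD, n = 3) in U266/Vector to 1805 ± 80.5 (SD, n = 3) in U266/CD9. On the log2 scale the difference was 1.71 (adjusted p = 0.00301). CCL20, the ligand of CCR6, was under 100 in U266/CD9 at 27.3 ± 13.4 (SD, n = 3) against 153.0 ± 9.2 (SD, n = 3) in U266/Vector. It was at least 1.53-fold lower (adjusted p = 0.00853). CCL5 fell by 0.88 on the log2 scale (adjusted p = 0.00525). Of 24 chemokines and receptors, 2 were higher, 4 were lower and 18 did not pass (2 and 4 when adjusted over the list alone, adjusted p = 0.426 for the list). Of the 24, 11 were under 100 on all arrays.
Of 21 factors by which myeloma cells act on bone, 3 were higher, 1 was lower and 17 did not pass (3 and 1 when adjusted over the list alone, adjusted p = 0.463). BMP6, a bone morphogenetic protein, rose by 0.69 (adjusted p = 0.00969), IL3 by 0.64 (adjusted p = 0.0243) and IL11 by 0.50 (adjusted p = 0.0438) on the log2 scale. Among 40 genes of the machinery by which precursors become osteoclasts, 4 were higher, 5 were lower and 31 did not pass, with the same counts when adjusted over the list alone, a median log2 fold change of -0.02 and adjusted p = 0.363. SOCS3, an inhibitor of cytokine signalling, fell by 0.85 (adjusted p = 0.00616), and ACP5, the tartrate-resistant acid phosphatase of osteoclasts, fell by 0.77 (adjusted p = 0.00766). MITF, a transcription factor of osteoclasts and pigment cells, rose by 0.80 (adjusted p = 0.0378). CALCR, the calcitonin receptor, was under 100 on all U266/Vector arrays and had a mean of 97.7 in U266/CD9, so that no fold is given (adjusted p = 0.0238). These calls did not hold in every setting: IL3, IL11 and CALCR each passed the test in 8 of 16 settings and MITF in 8 of 17, with adjusted p up to 0.247 for IL3, 0.204 for IL11, 0.627 for CALCR and 0.22 for MITF. The arrays measured U266 cells alone, with no osteoclast precursors.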

The gene-expression profiling results also show that CD9 expression may affect osteoclast differentiation in MM. Bone disease in patients with MM is characterized by increase in the numbers and activity of bone-resorpting osteoclasts and decrease in the number and function of bone-formation osteoblasts. CD9 may suppress osteoclastogenesis through up-regulation of TNFRSF1A, LILRB1, LILRB2 and down-regulation of CCL4, BLNK, LY96.

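CCL4, the chemokine MIP-1 beta, fell from 1645 ± 107.9 (SD, n = 3) in U266/Vector to 756.8 ± 26.8 (SD, n = 3) in U266/CD9. Its log2 fold change was -1.12 (standard error 0.08, adjusted p = 0.00371). It lies on chromosome 17 of hg18 from 31455341 to 31456969. TNFRSF1A, the type 1 receptor of tumour necrosis factor, was at 379.0 ± 40.8 (SD, n = 3) in U266/CD9 and 182.7 ± 38.0 (SD, n = 3) in U266/Vector. The log2 fold change was 1.07 (standard error 0.17, adjusted p = 0.0143). BLNK, a B cell linker protein, had a log2 fold change of -0.94 (standard error 0.12, adjusted p = 0.00836), with targets from -1.01 to -0.59. LY96, the co-receptor MD-2 of toll-like receptor 4, was at 180.4 ± 99.5 (SD, n = 3) against 281.0 ± 26.1 (SD, n = 3). This corresponds to a log2 fold change of -0.77 (standard error 0.36, adjusted p = 0.179) for its brightest target. Its other target was called, at 112.5 ± 8.6 against 265.3 ± 26.4 (SD, n = 3 each), with a log2 fold change of -1.24 (adjusted p = 0.00458).
Leukocyte immunoglobulin-like receptors are among the genes that the paper names. LILRB1 was at 4892 ± 156.4 (SD, n = 3) in U266/CD9 and 2453 ± 192.8 (SD, n = 3) in U266/Vector. On the log2 scale the difference was 1.00, just under the 2-fold limit (standard error 0.09, adjusted p = 0.00446). Its targets above the level of the random probes ranged from 0.88 to 1.00. LILRB2 had a log2 fold change of 0.90 (standard error 0.12, adjusted p = 0.00899) for its brightest target and a range from -0.23 to 0.90 over its 5 targets, some of them dim. LILRB3, which Figure 4B draws, had a log2 fold change of 1.03 (standard error 0.08, adjusted p = 0.00397), with targets from 0.64 to 1.03. LILRB4, not among the paper's genes, was at 5426 ± 27.9 (SD, n = 3) against 2772 ± 166.5 (SD, n = 3), a log2 fold change of 0.97 (adjusted p = 0.00397). Of 11 family members on the array, 7 were higher, 0 were lower and 4 did not pass (11 higher when adjusted over the list alone), with a median log2 fold change of 0.78. The family was higher in camera at adjusted p = 5.35e-06, and had adjusted p = 0.159 with an estimated correlation. Its members are paralogs on chromosome 19 that may share probes. Olfactory receptors, keratin-associated proteins, taste receptors and beta-defensins are families that plasma cells have no known use for. They also had log2 fold changes above 0 in 84 of 92 genes, counted by sign alone. Of other genes at the level of the LILR genes, 5334 of 11013 were above 0. The probes of random sequence read higher in U266/CD9 as well, at 20.5 against 17.8, a difference that is small beside the signals of the LILR genes given here.
TNFRSF1A did not pass without U266/CD9 replicate 1 (adjusted p = 0.0527) or U266/Vector replicate 3 (adjusted p = 0.053), within a range from 0.00018 to 0.186. It lay under 2-fold without U266/Vector replicate 2 (log2 fold change 0.92). LILRB3 was under 2-fold without U266/Vector replicate 3 (0.99). An offset of 50 before log2 brought LILRB3 to 0.99 and TNFRSF1A to 0.89. With the mean of a gene's targets in place of the brightest, LILRB3 was at 0.79 and LILRB2 at 0.31 (adjusted p = 0.21). The mean for LILRB2 takes in 2 targets that were under 100 on all arrays (-0.12 and 0.55), the first placed within the span of LILRB3. It also takes in a target at -0.23 (standard error 0.48), with means of 120.9 in U266/CD9 and 136.7 in U266/Vector. The low mean is thus not owed to the 2 dim targets alone, and the targets of LILRB2 disagree. Conversely, LILRB1 was called without U266/CD9 replicate 1 (log2 fold change 1.02) and U266/Vector replicate 1 (1.06), and LILRB2 without U266/CD9 replicate 3 (1.01). BLNK was called without U266/CD9 replicate 1 (-1.04) and LY96 without U266/CD9 replicate 1 (-1.19, adjusted p = 0.0268, the lowest of a range up to 0.412). The mean of its targets put LY96 narrowly past 2-fold (adjusted p = 0.0233).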

In conclusions (Figure 6), we found that down-regulation of CD9 by methylation decreased bortezomib sensitivity in multiple myeloma. The mechanisms include three important signaling pathways: the endoplasmic reticulum stress pathway, cell adhesion related signaling pathway and osteoclast differentiation related signaling pathway. Combination therapy with de-methylation reagent 5-Aza may prove useful to the development of novel strategies for the treatment of bortezomib-resistant MM patients.

**Figure 6:**
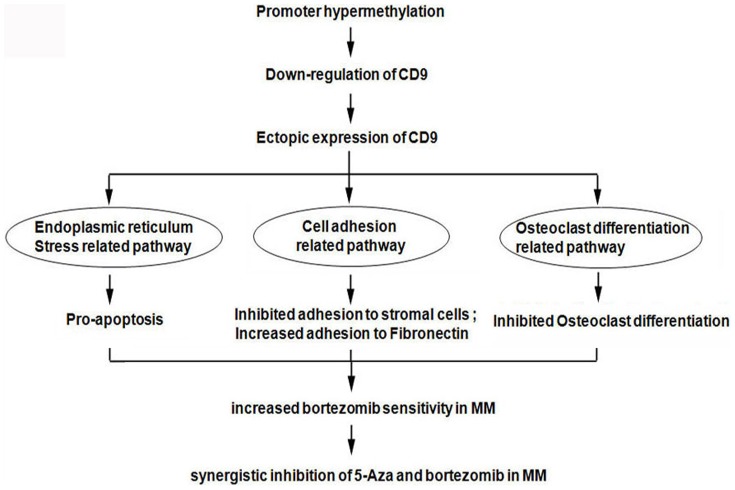
Diagram of the signaling pathways involved in CD9 expression's effect on bortezomib sensitivity in multiple myeloma.

## Supporting Information

Figure S1 **Volcano Plot.** Differentially expressed genes with statistical significance were shown by Volcano Plot. The vertical lines correspond to 2.0-fold up and down and the horizontal line represents a P-value of 0.05. So the red point in the plot represents the differentially expressed mRNAs with statistical significance.
(TIF)

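The methods' t-test was run here unpaired, on log2 values of all 45033 targets. With a fold of 2 and an unadjusted P-value of 0.05 or less from it, 776 targets passed, 307 higher and 469 lower in U266/CD9. After Benjamini-Hochberg adjustment of the same test, 545 passed both limits, 189 higher and 356 lower. The P-values printed in Figure 4B equal those of a paired-samples test on linear values for 19 of 20 genes, so that the count in the plot may differ. Besides CD9, the bright targets that rose most were PLXNA4, a semaphorin receptor, at a log2 fold change of 3.02 (standard error 0.09, adjusted p = 0.000801), and CDH10, a cadherin, at 2.92 (standard error 0.12, adjusted p = 0.00184). PLXNA4 was at 1522 ± 146.5 (SD, n = 3) in U266/CD9 against 186.8 ± 2.5 (SD, n = 3) in U266/Vector. CDH10 was at 1098 ± 50.2 (SD, n = 3) against 146.5 ± 21.8 (SD, n = 3). Of bright falls, the transcriptional co-repressor gene TLE5 had the value of largest size, -2.43 (standard error 0.07, adjusted p = 0.000801). Its signal was 431.0 ± 21.1 (SD, n = 3) against 2316 ± 62.8 (SD, n = 3). Bright here means a group mean at or above the median of all targets. Of the 717 targets that limma called, 161 were under 100 on all 6 arrays, where small differences in background are large on the log2 scale, and 297 were at 100 or more on all 6.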

Table S1 **PCR primers used in this study.**
(DOCX)

# Supplementary material for: Down-Regulation of CD9 by Methylation Decreased Bortezomib Sensitivity in Multiple Myeloma
**Source:** PLoS One. 2014 May 2;9(5):e95765. doi: 10.1371/journal.pone.0095765
**Supplement:** Table S1 — PCR primers used in this study.

**Table S1. PCR primers used in this study**

| **primers** | **Primer sequences(5’-3’)** |
| --- | --- |
| **For determining *CD9* mRNA levels by RT-PCR** | |
| *CD9*-F | GATTGCTGTCCTTGCCATTGG |
| *CD9*-R | CTCATCCTTGTGGGAATATCC |
| **For detecting methylated *CD9* CGI by MSP** | |
| *CD9*-mF | AGAGGGTCGGGTTTCGC |
| *CD9*-mR | CACTCCCCCCGCCG |
| **For detecting unmethylated *CD9* CGI by MSP** | |
| *CD9*-uF | AGAGGGTTGGGTTTTGTGG |
| *CD9*-uR | CACTCCCCCCACCAACCA |
| **For detecting detail methylation status of *CD9* CGI by BGS** | |
| *CD9*-BGS1 | GGGAAATAGGGAGAGGGT |
| *CD9*-BGS2 | CTCACTCACCCAAAAAATA |
| **For standardizing the amount of RNA for RT-PCR** | |
| *GAPDH*-F | TCCTGTGGCATCCACGAAACT |
| *GAPDH*-R | GAAGCATTTGCGGTGGACGAT |

How the deposited data were processed for this re-analysis (not part of the article)

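Gene expression was measured in 2 groups of U266 cells, a human multiple myeloma cell line, infected with lentivirus carrying CD9 (U266/CD9) or green fluorescent protein alone (U266/Vector) and sorted by flow cytometry. The labels describe 3 separate cultures of each group, 1 array per culture, 6 arrays in all. Some label texts call the samples wild-type; the groups were taken from the titles and the infection protocol, and the signal of CD9 on each array checked them.

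The authors labelled cDNA with Cy3, hybridised it to NimbleGen arrays of 1 colour and took the scans through NimbleScan, and the version of RMA is not given in the sources used here. The deposited intensity values are RMA values on the linear scale, for which the authors corrected the background, normalized between arrays and summarised the probes of each target. Of 45033 targets, 45031 have 3 probes. The authors' value table of the series was compared with the array files: it holds 27042 targets, exactly those at 100 or more on all 6 arrays, and its values differ from the array files by at most 0.0431. A further 5000 probes of random sequence show the background. Medians of the arrays were 11.5 to 11.8 times the random-probe signal in U266/CD9 and 13.3 to 13.6 times in U266/Vector, and 64.3% to 65.5% of targets were at 100 or more on an array, while 13155 targets were under 100 on all 6. Pearson correlations of log2 values across targets were 0.9865 to 0.9911 within groups and 0.9769 to 0.9851 between groups. The number of arrays limits the precision.

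Gene names follow the gene identifiers of the array design, brought to current symbols with the reference table: 38916 targets were matched by identifier and 215 by an older symbol, 3816 kept the symbol of the design and 2086 have no gene name, which leaves 23508 symbols. Coordinates are those of the design, on hg18. Where a gene has several targets, the brightest over all arrays was used, and the range over its targets is given for some genes. The largest rises and falls are given at the target with the largest change under the rule below, which is not always the brightest.

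The values were taken to log2 and the groups compared with lmFit and eBayes of limma, with group as the only term. A target was called at a Benjamini-Hochberg adjusted p under 0.05 over all targets and a fold of 2 or more. Where a group was under 100 on all its arrays, a fold is given as a lower bound against 100, and where the other group's mean was under it as well no fold is given. With 3 arrays against 3, an exact permutation test of a single value cannot give a p under 0.1, so that none is given. On data simulated with the spread of these arrays, 200 targets were changed: of 50 at each size, 0 were called at 1.5-fold, a size under the 2-fold limit of a call whatever the number of arrays, 41 at 2.5-fold, 46 at 4-fold and 48 at 8-fold, with 7 false calls among the 45033.

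Gene lists were tested with camera of limma, with a preset correlation of 0.01 between genes, and Benjamini-Hochberg adjustment over 37 lists; only 4 list members had no match on the array. Camera with an estimated correlation and fry, which tests whether a list moves on balance in 1 direction, were alternatives. The lists are the genes of Figure 4 by pathway, the blotted ER stress proteins, the assayed cytokines, and sets of known genes for ER stress, heat shock, proteasome, adhesion, tetraspanins, chemokines, bone, osteoclasts, LILR genes, cell death, autophagy, cell cycle, signalling, lineage markers of plasma cells and other cell types, metabolism, stress, cancer-testis antigens, actin and ribosomes. Genes are named in the text by a rule: every gene the paper names, GAPDH and ACTB, the 12 largest rises and the 12 largest falls among called targets with separate groups, a group mean at or above the median of all targets and a single symbol, and up to 4 members per list with the largest change at an adjusted p under 0.05. Members named for their function beyond these were chosen after their values were seen: CHORDC1, BAG3 and DNAJA1, and the integrins ITGA4, ITGA5, ITGAL, ITGAV and ITGA9. Genes linked to the Y chromosome and XIST were left out of the named genes.

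The sample groups, the tests, the lists, the rule for names and the alternatives were set before the data were examined. A count of settings for a gene covers the alternatives that give an adjusted p at its brightest target, those that pair the arrays among them. The alternatives are the authors' value table, median-centred arrays, cyclic loess, leaving out the dimmest 25% or the dimmer 50% of targets by their mean, an offset of 50 before log2, limma's trended and robust variance model, the replicate number as a block, the methods' t-test, the paired-samples test that Figure 4B names, the paper's rule on fold and P-value, folds from linear means, no fold limit, limma's treat against 1.5-fold, the mean over a gene's targets, and each array left out in turn. Setting values under 100 to 100, taking any target of a gene and taking the target nearest to the bars of Figure 4B were added after the data were seen. The methods' t-test was run unpaired.

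Called genes were also placed along the chromosomes and compared with 1000 shuffled gene orders in windows of 41 genes, over 15899 genes with a mean level of 100 or more. The place of 1 stretch and the value of 1 gene of the adhesion list are not reported here. The western blots, RT-PCR, methylation and functional assays of the paper were not analysed here. The work used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.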

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

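The medians with 1 gene per symbol stem and the spreads set beside the tests were chosen only after the result was seen, and the patterns weighed here were noticed in the same data that test them. Each gene below is outside those the paper discusses and had a target with a 4-fold or larger ratio of the deposited values, with the 3 arrays of one group above all 3 of the other. Where a group lies under 100, the lower bound given beside the ratio is smaller than that.

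PLXNA4, a semaphorin receptor, had a log2 fold change of 3.02, and CDH10, a cadherin, of 2.92. CD96, a receptor of T and NK cells, rose by 2.16 on the log2 scale, from 100.8 ± 44.6 to 424.6 ± 16.5 (SD, n = 3 arrays each; adjusted p = 0.0103). CD38, the plasma cell surface enzyme that antibodies against myeloma target, had a log2 fold change of 2.14 for one target, at least 2.59-fold against the limit of 100, and 1.32 for its brightest target (adjusted p = 0.0413). On the X chromosome, CT55, a cancer-testis antigen, had a log2 fold change of 2.07 for a target that is not its brightest. Its neighbour LOC389888 had one of 2.00, at least 3.43-fold against the limit of 100.

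TLE5, a co-repressor, had a log2 fold change of -2.43. FABP6, a bile acid binding protein, had a log2 fold change of -2.33 for a target that is not its brightest, at least 2.54-fold against the limit of 100. KIR3DX1, related to receptors of NK cells, had a log2 fold change of -2.31. CKAP4, a membrane protein of the ER, had a log2 fold change of -2.27, at least 3.04-fold against the limit of 100. S100A11, a calcium-binding protein, fell by 2.18 on the log2 scale, from 1338 ± 92.2 to 294.7 ± 21.7 (SD, n = 3 arrays each; adjusted p = 0.00184).

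Genes changed together along chromosomes: of 15899 genes placed, 41 neighbours in 1 stretch had a median log2 fold change of -0.46, with 32 of the 41 lower, where 95% of 1000 shuffled gene orders stayed within 0.32. The median with 1 gene per symbol stem was -0.52. That is the window with the largest change, and the whole run of 66 genes around it had a median of -0.22 (-0.36 with 1 gene per stem), with 65.2% of its genes in one direction. A regional difference in copy number between the cells of the 2 groups is a candidate explanation that this test, set before its result was seen, leaves standing, and no DNA was measured. Paralogs that share probes cannot be told apart from it for called neighbours, since 5 adjacent called pairs of one direction from different families exceed the 95th percentile of 4 by less than the spread of 1.19 (12 pairs with families). Whole runs on chromosome 1 (46 genes, median 0.26, and 0.11 with 1 gene per stem) and on chromosome 19 (53 genes, median 0.31, and 0.22) were higher, although S100A11 on the first and KIR3DX1 on the second fell.

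The 10 LILR genes with a mean level of 100 or more all had log2 fold changes above 0, with a median log2 fold change of 0.78. Olfactory receptors (40 genes, median 0.39), keratin-associated proteins (46 genes, 0.54), taste receptors (2 genes, 0.50) and beta-defensins (4 genes, 0.69) had a joint median of 0.49 with a spread of 0.04, against -0.01 for 11013 other genes at the level of the LILR genes. Part of the rise of the LILR genes may therefore be a shift of signal shared with families that plasma cells have no known use for, a test set before its result was seen. The LILR median lies above that of each of the 4 families, and whether the remainder is specific to LILR genes was not tested. An effect of CD9 on these genes stays open as well.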

How the results depend on the processing

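The floor at 100, any target of a gene and the target matched to Figure 4B were chosen only after the data were seen. CD9 stayed called in every alternative that does not pair the arrays, and the CD9 log2 fold change was 7.57 to 7.67 when 1 array was left out. The 717 transcripts became 304 in the authors' value table and 241 without the dimmer 50% of targets, which test fewer targets, 246 with an offset of 50 and 346 with values under 100 set to 100, which both shrink changes of dim targets. They became 9834 with no fold limit, 96 with treat against 1.5-fold, and 562 to 835 when 1 array was left out. The 11 genes of Figure 4 became 7 with the offset, 19 with any target of the gene, 19 with the target matched to Figure 4B, and 8 to 13 when 1 array was left out. FAK and integrin genes went from 0 to 1 with cyclic loess (ITGB7) and to 1 with the trended and robust variance model (ITGA9), and were 0 to 1 when 1 array was left out. The 11 gene lists became 7 in the value table, 6 without the dimmer 50% of targets, 2 with an estimated correlation, 31 with fry, which asks another question, and 9 to 11 when 1 array was left out. Where no reason is given, the cause was not tested. With no fold limit, 18 genes of Figure 4 passed in the stated direction and 4 FAK and integrin genes passed. The other alternatives run for a count left it within 1.5 times of its value, apart from those that pair the arrays. With the replicate number as a block, 1 transcript was called and 0 genes of Figure 4. With the paired-samples test it was 1 transcript and 0 genes, with CD9 at 7.61 (adjusted p = 0.103). Deviations from group means under the same number had correlations of -0.065, -0.202 and -0.113 across targets. No positive effect shared by number was thus seen, but the sources do not say whether the replicates were paired. In simulated data pairing recovered 106 (block) and 0 (paired) of 200 changed targets against 135 without it. Those data held no effect shared by replicate number. They show only what pairing costs then, and cannot tell whether the arrays are paired. The simulated loss with the block is far smaller than the loss on the arrays. The simulation changed only 200 of 45033 targets, with limma's variances, which are drawn toward each other across targets. The 2 losses therefore cannot be compared directly, and the cause of the loss on the arrays was not tested. Of 3036 values of 163 named genes under alternatives, 2503 kept direction and side of the threshold, 525 no longer passed, 8 newly passed and 0 reversed. Signal over background limits dim targets: 161 of the called ones were under 100 on all 6 arrays.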

Differences from the paper's values

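The target matched to Figure 4B, and any target of a gene in place of the brightest, were chosen only after the values were seen. For NCAM1, the paper's ratio of U266/CD9 to U266/Vector is about 0.39 in Figure 4B, read by eye, and the ratio here is 0.684. Of the alternatives set before the data were examined, the mean over the targets of the gene gave 0.508, which does not differ from the paper's value by the limits used here, and every other one differs, with ratios of 0.607 to 0.745. The other NCAM1 target, at 166.8 against 442.4 (log2 fold change -1.41), lies within 10% of the bars, a choice made after seeing the values, which calls 19 of the 20 genes drawn as the paper does and the other, PVRL4, in the opposite direction. For PVRL4, the paper's ratio is about 0.32 in Figure 4B, read by eye, and the ratio here is 3.149, with every alternative set before the data were examined also different, at 2.764 to 3.218. The bars of PVRL4 lie within 10% of the values here only when the 2 groups are exchanged, 720.3 in U266/CD9 and 228.8 in U266/Vector, and both of its targets were called higher.

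Of the 21 genes that the paper gives as changed, 18 passed the test here in the paper's direction at their brightest target. With the limit of 2-fold, 11 did, and HSPH1 (log2 fold change -0.98), DNAJC1 (-0.58), MYL9 (-0.96), CEECAM1 (-0.65), NCAM1 (-0.55), LILRB1 (1.00), LILRB2 (0.90), BLNK (-0.94) and LY96 (-0.77) did not. With any target of a gene in place of the brightest, chosen after seeing the values, all of these but LILRB2 were called. Among the alternatives set before the data were examined, the mean of a gene's targets called HSPH1 (-1.07) and, at just over 2-fold, MYL9 and LY96, though not LMNA (-0.87) or LILRB3 (0.79), and cyclic loess called LILRB1 (1.05). Leaving out 1 array called HSPH1 (without U266/CD9 replicate 3, -1.11, or U266/Vector replicate 1, -1.02), MYL9 (without U266/Vector replicate 2, -1.02), LILRB1 (without U266/CD9 replicate 1, 1.02, or U266/Vector replicate 1, 1.06) and BLNK (without U266/CD9 replicate 1, -1.04). LILRB2, which the paper's text and Figure 4A give as higher, was called without U266/CD9 replicate 3 (1.01), and Figure 4B draws LILRB3 (1.03) in its place. The paper gives PVRL4 as lower and LY96 as lower, where PVRL4 was higher here in all alternatives and LY96 was also called without U266/CD9 replicate 1 (-1.19). The bars of all 20 genes drawn in Figure 4B lie within 10% of a target of the gene, which is the brightest for 8 and another for 12, and for 19 of the 20 the bars have the order drawn. The P-values printed there equal those of a paired-samples test on linear values within 0.0001 for 19 genes. The paper's methods name Student's t-test and do not say whether it was paired.

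The paper states that its expression profiling did not show a change of integrins or FAK. At a limit of 2-fold, limma called 0 of the 27 genes, and without that limit ITGB7 (0.97), ITGA8 (0.65) and ITGB5 (0.48) were higher and ITGB1 (-0.54) was lower.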

Other observations

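The test of the normalization of TRIB3 and DDIT3, the spreads set beside the medians and the comparison with the spread of a list's members were chosen only after the result was seen. Of 26 cell cycle genes, 19 were higher in U266/CD9, 0 were lower and 7 did not pass (21 higher when adjusted over the list alone), with a median log2 fold change of 0.61. PLK1, a mitotic kinase, rose from 4263 ± 142.1 to 10279.6 ± 443.2 (SD, n = 3 arrays each), a log2 fold change of 1.27 (adjusted p = 0.0029), CDC20 rose by 1.08, CCNA2 by 0.93 and RRM2 by 0.91. The list was higher in camera (adjusted p = 9.05e-11), a call that was lost with an estimated correlation (adjusted p = 0.129). The paper states that CD9 did not affect the cell cycle (data not shown). Its methods describe flow cytometry of cells stained with PI, which is another measure than transcript levels. Ribosomal protein genes fell: of 52, 27 were lower, 0 were higher and 25 did not pass (35 lower when adjusted over the list alone), with a median of -0.34, adjusted p = 3.33e-12 and adjusted p = 0.0291 with an estimated correlation. RPL9 and RPL37 fell by 0.65 each, RPL27 by 0.59 and RPS23 by 0.74 on the log2 scale. Of 15 genes of the oxidative stress response, 7 were lower and 0 higher (7 lower when adjusted over the list alone), with adjusted p = 0.00298 and adjusted p = 0.175 with an estimated correlation. HMOX1, heme oxygenase 1, was at 22252 ± 687.0 in U266/CD9 and 41473 ± 1374 in U266/Vector (SD, n = 3 arrays each), a log2 fold change of -0.90, and OSGIN1 fell by 1.04, GCLC by 0.75 and TXN by 0.68.

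MHC class II genes, which present peptides to T cells, rose in 6 of 12 and fell in 0 (7 higher when adjusted over the list alone), with adjusted p = 0.00426 and adjusted p = 0.159 with an estimated correlation; HLA-DPB1 rose by 0.60, the regulator CIITA by 0.50 and HLA-DRA by 0.45. Of 21 NF-kB targets, 2 were higher, 7 were lower and 12 did not pass (2 and 7 when adjusted over the list alone), with adjusted p = 0.00426 and adjusted p = 0.159 with an estimated correlation; TNFAIP2 fell by 1.59 and LTA, encoding lymphotoxin alpha, rose by 0.86. Cancer-testis antigens were lower in 5 of 22 and higher in 0 (5 lower when adjusted over the list alone), with adjusted p = 0.0119 and adjusted p = 0.159 with an estimated correlation. PRAME fell from 2126 ± 71.2 to 694.7 ± 31.0 (SD, n = 3 arrays each), a log2 fold change of -1.61, and SSX1 fell by 0.81. Of 34 apoptosis regulators, 3 were higher, 8 were lower and 23 did not pass (3 and 9 when adjusted over the list alone). The list had adjusted p = 0.0487 and adjusted p = 0.175 with an estimated correlation. TNFRSF1A, the type 1 receptor of tumour necrosis factor, rose most, by 1.07 (adjusted p = 0.0143). BIRC5, the survivin gene, which is also in the cell cycle list, rose by 0.79. The pro-apoptotic genes BID and FAS fell by 0.72 and 0.65. Autophagy genes were lower in 9 of 24 and higher in 1 (9 and 1 when adjusted over the list alone), with adjusted p = 0.0439 and adjusted p = 0.175 with an estimated correlation; MAP1LC3B fell by 0.90, MAP1LC3A by 0.73, ATG4A by 0.65 and ATG5 by 0.55. The paper states no significant difference in autophagy under the drug (data not shown). The estimated correlations were -0.037 for MHC class II, -0.02 for cancer-testis antigens, -0.002 for apoptosis and -0.017 for autophagy, and 0.016 for NF-kB targets. Where the estimate lies under the preset 0.01, more correlation between the genes is not why the call was lost.

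The other lists did not pass in camera. Of the cytokines that the paper assayed as secreted, IGF1 rose from 592.2 ± 20.3 to 852.5 ± 59.4 (SD, n = 3 arrays each, log2 fold change 0.52, adjusted p = 0.013). Over the 4 targets of IGF1 the log2 fold change ran from 0.35 to 0.65, and 2 of the 4 passed the test. VEGFA had a log2 fold change of 0.01 (adjusted p = 0.966) and IL6 of -0.13 (adjusted p = 0.47). At the brightest target 1 of 3 was thus higher (1 when adjusted over the list alone, list adjusted p = 0.608). Of 18 plasma cell identity genes, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone, adjusted p = 0.442): JCHAIN, the joining chain of immunoglobulins, rose by 0.79 and TNFRSF17, the receptor BCMA, fell by 0.54. Of 18 B cell markers, 1 was higher and 3 were lower (2 and 3 when adjusted over the list alone), with a median of 0.13, a mean of -0.12 and a test pointing down (adjusted p = 0.652); FCER2 fell by 0.92 and CD79B rose by 0.42. Of 27 interferon stimulated genes, 5 were higher and 9 lower (5 and 10 when adjusted over the list alone), with a median of 0.13, a mean of -0.04 and a test pointing down (adjusted p = 0.821); IFIT3 fell by 0.68 and XAF1 rose by 0.65. Of 19 p53 targets, 1 was higher and 6 were lower (1 and 6 when adjusted over the list alone, adjusted p = 0.171); the stress cytokine gene GDF15 fell by 1.14. Of 24 genes of glycolysis and hypoxia, 1 was higher and 4 were lower (1 and 5 when adjusted over the list alone, adjusted p = 0.872); PFKFB3 fell by 1.00. Of 20 genes of cholesterol synthesis, 3 were higher and 1 lower (3 and 0 when adjusted over the list alone, adjusted p = 0.426); LSS rose by 0.58.

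Markers of other cell types were measured too. T and NK cell markers were higher in 4 of 15 and lower in 0 (6 higher when adjusted over the list alone, adjusted p = 0.0586), with CD7 at a log2 fold change of 1.02. Myeloid markers were higher in 1 of 14 (S100A9, 0.81) and lower in 0 (1 when adjusted over the list alone, adjusted p = 0.183). Stromal and fibroblast markers were higher in 4 of 20 and lower in 0 (4 when adjusted over the list alone, adjusted p = 0.28), with THY1 at 0.75. The medians of these lists, 0.32 for T and NK cells, 0.26 for myeloid and 0.22 for stromal markers, became 0.22, 0.14 and 0.11 with cyclic loess. Olfactory receptors and the other families set beside the LILR genes had a joint median of 0.49. Whether the rises of the markers are part of that shared shift of signal was not tested. Genes of myeloma translocations that mark other lines were higher in 3 of 5 and lower in 0 (3 when adjusted over the list alone, adjusted p = 0.115), with CCND2 at 0.46, MAF at 0.40 and NSD2 at 0.32. Of the genes named in this part, CCND2 and CD79B passed the test in 11 of 18 settings, ATG4A, LTA and NSD2 in 10 of 18, ATG5 and MAF in 9 of 18 and XAF1 in 8 of 17.

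Transcripts of TRIB3 and DDIT3 were lower in U266/CD9, where the paper reports higher TRB3 and CHOP protein on blots. Over median-centring, cyclic loess and an offset of 50, the higher of the 2 transcripts stayed at a log2 fold change of -0.71, with a spread of 0.11. These rescalings start from values that the authors had already normalized. They show that further scaling does not remove the fall, but cannot exclude the authors' normalization as a cause. A fall of the whole PERK, ATF4 and CHOP programme by as much as the 2 transcripts is argued against. The median of the other 25 genes was -0.036 (spread 0.12, SD of the genes 0.34), short of the fall of 0.77 and 0.84. This rests on the SD of the genes, chosen after the values were seen. A smaller fall is not decided, since the bound set before the result was passed by less than the spread of the median. Of the 27 genes with TRIB3 and DDIT3, 9 were lower and 2 higher, and fry gave the list as lower (adjusted p = 0.000542). Lower activity of part of the programme stays open, since ASNS and PPP1R15A fell as well. Stress of the vector cultures at harvest may contribute, since the 20 heat shock genes other than HSPA6 and HSPH1 had a median of -0.48 with a spread of 0.10. The state of the cultures is not recorded, and an effect of CD9 on these transcripts stays open and untested.

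The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. Every other split mixes arrays of both constructs in each of its groups. Any difference between the constructs then adds to the spread within groups, which makes calls of transcripts unlikely there. The paper also chose the genes of Figure 4 on these same arrays and groups. The counts below therefore cannot decide whether the real split stands out, and no conclusion is drawn from them. The real split gave 717 transcripts against at most 0 in another split, 11 genes of Figure 4 against 0, 0 FAK and integrin genes against 0 (9 of 27 at an unadjusted p under 0.05 with limma), and 11 gene lists against 5.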
